A study of Mus musculus with 4 samples. Its data were reported in "Multiparametric senescent cell phenotyping reveals targets of senolytic therapy in the aged murine skeleton" (2023).

How the data were processed

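CD24 protein and mRNA of single cells were measured by CITE-seq in 1 young and 1 old INK-ATTAC mouse that received no treatment. Per the labels, marrow cells of femur and tibia were released with Liberase and bone cells with collagenase. Red cells were lysed, cells with blood lineage markers were depleted with magnetic beads, and the rest were stained with a fluorescent CD45 antibody and an oligonucleotide-tagged (TotalSeq-B) CD24 antibody. Live CD45− cells were sorted and processed with the 10x Genomics 3′ chemistry. The depletion and the sort set the share of blood cells, so class shares describe sorted cells and not the tissue. A 3′ library reads the end of each transcript, which is why isoforms of a gene are not separated.

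The values are raw counts as deposited by the authors: whole numbers of UMIs per gene and cell, for 32285 genes and 1 antibody, in 1 matrix per mouse. Per the file headers they were written by Cell Ranger 6.1.1, while the study's methods name an earlier release. The matrices hold only barcodes that Cell Ranger called as cells. The genome build and annotation release are not given in the sources used here, so no coordinates are printed, and gene symbols and identifiers are those of the matrices. No normalization had been applied. UMIs count molecules, so copies made by amplification are not counted again, yet free RNA and free antibody in a droplet are counted with the cell.

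Cells were filtered as the study states, leaving out cells with under 200 genes (588 young and 298 old barcodes) or over 20% mitochondrial UMIs (1306 and 1117 barcodes), and a barcode can fail both. Doublets were called per library with Scrublet (scanpy 1.11.5, seed 1) and removed. Their share of 2.67% and 1.02% is low for libraries of this size, so doublets of like cells can remain, and the results were also computed with doublets kept. Depth per library after the filter was 77411705 RNA UMIs in 9794 young cells and 65543384 in 5550 old cells. A share of all young cells is thereby known to within about 1 percentage point of counting error, and a share of a small class far less well.

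Clusters were made as the study's methods describe, in Seurat 5.3.0 (the study used an earlier version) with sctransform 0.4.2 in R 4.3.3. Genes found in fewer than 3 kept cells of a library were left out of the clustering, while the sums tested later held all genes before the test's own filter. Each library was normalized by SCTransform, 3000 variable features were chosen, libraries were integrated by anchors, and 30 principal components and a resolution of 0.8 were used. Antibody counts did not enter. Clusters were named from marker lists of 18 classes fixed beforehand, and each name means a likeness. A class needed at least 3 raised markers (log2 fold above 1 with 5 CPM added, found in at least 10% of the cells of the cluster). A cluster stayed unnamed where it had fewer, where another class had more markers among its top 10 genes, where markers of another kind of cell were raised more, or where its median depth was far below that of its library and none of those top genes was a marker. These limits were set after the clusters had been seen. They left 6 clusters unnamed, whose share is given per mouse. Endothelial, Schwann, T, plasma, macrophage, basophil, stem and muscle lists named no cluster. Names were rebuilt here, so a difference from the study can come from them.

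The study gives no threshold for CD24. A cell was called CD24+ where its antibody count exceeded the Otsu threshold of log(1 + count) in its library (scikit-learn 1.9.0 for the mixture alternative, NumPy 2.4.6 and SciPy 1.17.1 for the rest). Shares have exact Clopper-Pearson intervals and sums of UMIs exact Poisson intervals at 95%. A count of 0 allows up to 3 counts. Shares of cells with a UMI were also taken after each cell was thinned to 2000 UMIs, leaving out shallower cells (754 young and 494 old). A single draw was used for sums and for frequent genes. For Cdkn2a, which has few UMIs, thinning was repeated 1000 times, a step added after 2 single draws were seen to differ. Where UMIs can be uneven over cells, the closing parts also give 95% intervals over 1000 resamplings of cells within each mouse and status, a step added after seeing the data.

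CD24+ and CD24− cells were compared on raw UMIs summed per mouse and status, 4 sums from 2 mice, since cells are not replicates. The test was edgeR's quasi-likelihood F test (edgeR 4.0.16, TMM factors, filterByExpr, two-sided, Benjamini-Hochberg adjustment) with the mouse as a block. Both sums of a mouse come from 1 animal, which is where the pairing comes from. With 1 residual degree of freedom the spread of a gene is mostly borrowed from other genes, so adjusted p-values rest on that pooling. The study tested single cells. The test was tried on simulated counts with 200 genes changed by 2 on the log2 scale. All genes shared the common dispersion of the comparison, and both mice had the same profile and the same changes. UMIs gathered in single cells and differences between the mice were thus not simulated, so the rates below hold for that simpler setting only. It recovered 96% of them over all kept cells (16162 genes), 85% over the mesenchymal classes (15086 genes), 91% in the osteoblast-like class (11856 genes), 79% for the CD24+Runx2+Sp7+ set (15670 genes) and 23% for the CD24+Sp7+Runx2− set (8530 genes). False calls numbered 11, 1, 4, 7 and 1. A gene at 0 in 1 group is given as a bound against 3 UMIs over that group, and a gene with 1 to 3 UMIs as a pooled ratio with its counting interval.

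Old and young cells were compared within each class of at least 50 cells per mouse, as log2 ratios of CPM with exact conditional intervals, which covered 95.8% of 5000 simulated genes. Those were Poisson counts, without spread between cells or animals, so the coverage holds for counting error alone. With 1 mouse per age there is no test, no p-value and no count of changed genes. Samples and groups came from the labels. Choices listed here were made before the data were examined, apart from the naming limits above and the alternatives named as chosen after seeing the data.

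Genes were named by a fixed rule. A list from the study's questions was reported wherever it bears on a comparison, among them Cd24a, Runx2, Sp7, Alpl, Bglap, Bglap2, Postn, Dmp1, Sost, Lepr, Adipoq, Cxcl12, Ly6a, Pdgfra, Pdpn, Nes, Mcam, Pparg, Cdkn2a, Cdkn1a, Mki67, Bcl2, Bcl2l1, Bcl2l2, Mcl1, Xiap, Birc6, Mapk14, Ccl2, Tnf, Il6, Il1a, Il1b, Cxcl1, Cenpb and Trp53. For each CD24 comparison up to 5 genes per direction were added, those with the largest change past the threshold, the same direction in both mice and at least 50 UMIs, or by size alone where none passed. For old against young up to 5 per direction were those with the largest ratio and at least 100 UMIs, leaving mitochondrial, ribosomal protein and hemoglobin genes counted but unnamed (111 over the mesenchymal classes, 109 in the osteoblast-like class). Ddx3y, Eif2s3y, Uty, Kdm5d and Xist checked the animals. Genes that define a set were never a result of it. A few genes that these rules select, and a list that rests on one of them, are not reported here, while counts of genes include them. The list of anti-apoptosis genes was Bcl2, Bcl2l1, Bcl2l2, Mcl1, Xiap and Birc6, and that of late osteogenic genes Alpl, Bglap, Bglap2, Postn and Dmp1. The latter shares Alpl, Bglap, Bglap2 and Dmp1 with the markers of the osteoblast class and Postn with those of the tendon and periosteal class.

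Alternatives were another scaling (DESeq2's size factors in edgeR), no filter on low counts, DESeq2 1.42.0 in place of edgeR, the fit without the mouse block, each mouse alone, doublets kept, a mitochondrial limit of 10%, a minimum of 500 genes, thinned cells, clustering resolutions of 0.4 and 1.2, libraries merged without integration, and other definitions of CD24+. Those were 1 Otsu threshold for both libraries, a Gaussian mixture, the upper against the lower quartile of antibody counts, and at least 1 Cd24a UMI. Added after seeing the data were an Otsu threshold over the mesenchymal classes, CD24− cells drawn to the class mix of CD24+ cells, and comparisons inside the osteoblast-like class or the mesenchymal classes. Mass cytometry and other data of the study were not analysed here.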

Results

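Single-cell transcriptomes and CD24 surface protein were measured together in cells of mouse bone and bone marrow. CITE-seq reads an oligonucleotide-tagged antibody beside the mRNA of the same cell, so that each barcode carries 1 antibody count and the unique molecular identifier (UMI) counts of all genes. The cells came from untreated INK-ATTAC mice, a line whose transgene expresses an inducible caspase 8 under a fragment of the p16 promoter. Marrow and bone digests were depleted of cells with blood lineage markers and sorted for live CD45− cells. There was 1 young mouse, aged 6 months, and 1 old mouse, aged 24 months. A difference between the ages therefore has no replicate check, and it could not be told from a difference between animals or libraries. CD24+ and CD24− cells were present in both mice, so CD24 status could be tested with the mouse as the replicate, in 2 mice. Except where resampled cells are named, intervals given here are 95% exact intervals that cover counting error only.

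The young library held 11371 barcodes with 82675434 RNA UMIs and 5175285 antibody UMIs. The old library held 6729 barcodes with 68580402 RNA UMIs and 4218985 antibody UMIs. After the study's filter 10063 young and 5607 old cells were left. Predicted doublets made up 269 of the young cells (2.67%) and 57 of the old cells (1.02%). Their removal left 9794 young and 5550 old cells. The median cell held 6295.5 UMIs and 2354 genes in the young mouse and 9667 UMIs and 3099 genes in the old mouse, so cells of the old mouse were deeper. A limit of 10% mitochondrial UMIs moved these numbers most, to 9290 and 5120 cells.

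The first question was which cells the 2 libraries held. Clustering gave 27 clusters. Of these, 21 were named from marker lists, and each name stands for a likeness to those markers. Mesenchymal classes made up 81.2% of the young cells (7955 cells, interval 80.4 to 82.0) and 74.9% of the old cells (4159 cells, 73.8 to 76.1). Blood classes made up 9.30% (911 cells, 8.73 to 9.89) and 13.4% (746 cells, 12.6 to 14.4), and the CD45− sort and the lineage depletion set these shares. The mesenchymal share was moved most by the 10% mitochondrial limit, to 84.3% and 81.2%. Unnamed clusters held 9.48% of the young cells (928 cells) and 11.6% of the old cells (645 cells). One of them, cluster 20, held 13 young and 186 old cells, so that it was mostly 1 library.

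Among the mesenchymal classes, stromal-like cells made up 28.4% of the young cells (27.5 to 29.3) and 31.4% of the old cells (30.2 to 32.6). Fibroblast-like cells made up 27.3% (26.4 to 28.2) and 22.6% (21.5 to 23.8). Stress genes (Hes1, Hmox1, Hspb1) led cluster 3 of the stromal-like cells, and immune genes (Cxcl1, Il6, Ccl7, Ptgs2) led cluster 6 of the fibroblast-like cells. Osteoblast-like cells made up 11.7% (1147 cells, 11.1 to 12.4) and 10.5% (584 cells, 9.73 to 11.4), and these intervals overlapped. The share depends on the clustering, and at a resolution of 1.2 it was 7.24% and 6.77%, while the tendon- or periosteum-like share was 12.6% and 9.55%. Tendon- or periosteum-like cells made up 8.31% (7.77 to 8.88) and 6.04% (5.42 to 6.70). Chondrocyte-like cells made up 4.76% (4.34 to 5.20) and 3.08% (2.64 to 3.57), a difference that changed direction at a lower clustering resolution and at the lower mitochondrial limit. Pericyte-like cells made up 0.735% and 1.26%. In the blood classes, erythroid-like cells made up 2.89% of the young and 5.42% of the old cells, neutrophil-like cells 1.90% and 5.60%, and megakaryocyte-like cells 0.684% and 0.919%. B-lineage-like cells numbered 375 in the young (3.83%) and 83 in the old mouse.

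The second question was which of these cells carried CD24 on their surface. The median antibody count per cell was 91 in the young mouse (quartiles 56 and 175) and 95 in the old mouse (61 and 176). The threshold set in each library lay above 317 antibody UMIs in the young mouse and above 403 in the old mouse. It called 1464 young cells (14.9%, 14.2 to 15.7) and 739 old cells (13.3%, 12.4 to 14.2) CD24+. The antibody counts form a range without a clear gap, and 921 young cells (9.40%) and 373 old cells (6.72%) lay within 1.5-fold of the threshold. The share was moved most by a threshold set over the mesenchymal classes alone, chosen after seeing the data, which called 37.2% and 31.8% of the cells CD24+. Blood classes supplied 45.4% of the CD24+ cells of the young mouse and 52.4% of those of the old mouse. Mesenchymal classes supplied 41.1% and 28.7%, and osteoblast-like cells alone 234 and 89 cells.

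Nearly every erythroid-like cell was CD24+, 100% in the young mouse (98.7 to 100) and 99.7% in the old mouse. B-lineage-like cells followed with 99.2% and 67.5% (56.3 to 77.4). The old value joins 2 unlike clusters, cluster 18 with 93.8% (82.8 to 98.7) and cluster 21 with 31.4% of 35 cells (16.9 to 49.3). Cells of cluster 21 held a median of 2556.5 UMIs in the young and 29479 in the old mouse, so the class may not hold the same cells in both. The highest mesenchymal shares were those of chondrocyte-like cells, at 23.4% (19.6 to 27.5) and 17.0% (11.7 to 23.4), and of osteoblast-like cells, at 20.4% (234 cells, 18.1 to 22.9) and 15.2% (89 cells, 12.4 to 18.4). At the 10% mitochondrial limit, with cells clustered anew, the old chondrocyte-like share was 9.44% (6.55 to 13.1). The old osteoblast-like share was then 13.2% (9.86 to 17.1), so the order of these 2 classes was not stable. Fibroblast-like cells reached 3.71% (3.02 to 4.49) and 2.71% (1.88 to 3.76), and stromal-like cells 3.45% (2.80 to 4.19) and 2.24% (1.60 to 3.05). The osteoblast-like share as a whole therefore lay above both in each mouse, beyond counting error. It was uneven over the 3 clusters of the class, with 24.1% and 21.2% in cluster 2, 9.43% (3.13 to 20.7) and 15.8% (9.12 to 24.7) in cluster 22, and 8.22% (4.94 to 12.7) and 1.34% (0.163 to 4.76) in cluster 16, whose old cells did not differ from stromal-like or fibroblast-like cells beyond counting error. Median antibody counts were 132 and 133 in osteoblast-like cells and 82 in stromal-like cells of either mouse. Megakaryocyte-like cells, which served as a background, held 0 CD24+ cells of 67 in the young mouse, which allows a share of up to 4.48%, and 1 of 51 in the old mouse. Each mouse has its own threshold, so lower shares in the old mouse can come from its higher threshold. With 1 threshold for both libraries osteoblast-like shares were 18.5% (16.3 to 20.9) and 17.5% (14.5 to 20.8), with overlapping intervals. Stromal-like shares were then 2.66% and 2.64%, and fibroblast-like shares 2.96% and 3.42%.

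**Figure D1:**
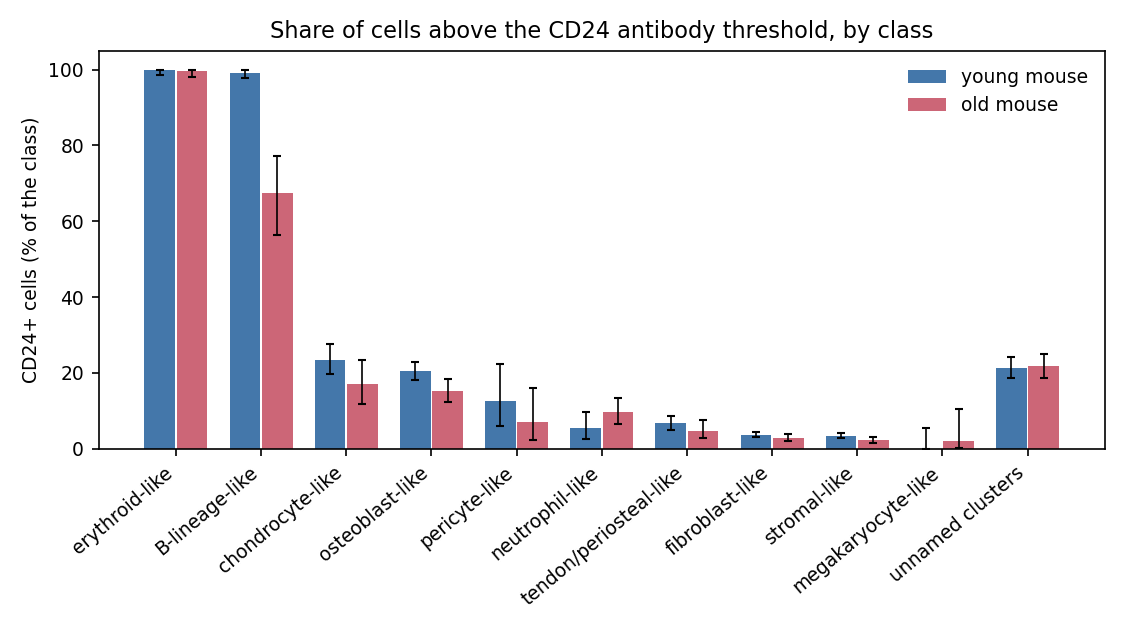
Share of cells above the CD24 antibody threshold (percent of the class, vertical axis) in each class, with bars for the young and the old mouse and error bars for 95% exact binomial intervals, which cover counting error only. The threshold was set in each mouse on its own and was higher in the old mouse, which can lower its bars. Erythroid-like and young B-lineage-like cells lie at 99.2% or above, chondrocyte-like and osteoblast-like cells between 15.2% and 23.4%, and stromal-like and fibroblast-like cells at 3.71% or below.

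Antibody and mRNA of the same marker were then compared across cells. Spearman's rho between the antibody count and Cd24a (ENSMUSG00000047139) UMIs was 0.418 over the young cells and 0.384 over the old cells. It was 0.365 and 0.325 after each cell was thinned to 2000 UMIs, and 0.318 and 0.335 with the antibody count divided by the RNA UMIs of the cell. Cells are not independent replicates, and these values describe 2 libraries. Antibody and mRNA did not go together in every class. Among neutrophil-like cells 59.7% of the young and 71.4% of the old had a Cd24a UMI, while 5.38% and 9.65% were CD24+. Their median antibody counts were 68.5 and 86. Within osteoblast-like cells rho was 0.154 and 0.0537, at equal depth 0.0685 and 0.0156, and with the antibody count divided by RNA UMIs 0.0904 and −0.0151, so that the rank relation in the old mouse was near 0. A Cd24a UMI was found in 22.3% of young mesenchymal CD24+ cells and 3.62% of CD24− cells, and in 22.2% and 4.97% in the old mouse. At 2000 UMIs per cell, with 11 CD24+ and 416 CD24− young cells and 2 and 209 old cells too shallow to enter, these shares were 8.81% and 1.18%, and 7.62% and 1.23%. Chondrocyte-like cells held 209 of the 429 young and 59 of the 119 old Cd24a UMIs of mesenchymal CD24+ cells. In megakaryocyte-like cells the share was 2.99% and 3.92%, at median depths of 10566 and 10711 UMIs, against median depths of 9092 and 13967 UMIs in mesenchymal CD24+ cells and 6108 and 9940 UMIs in CD24− cells. The unthinned shares of mesenchymal CD24− cells thus lay near this background.

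The study asked whether CD24+ cells express osteogenic genes. CD24+ and CD24− cells were compared as UMI sums per mouse, with edgeR's quasi-likelihood test, the mouse as a block and 1 residual degree of freedom. Over all kept cells the sums held 17660336 and 13845408 UMIs in CD24+ cells and 59751369 and 51697976 in CD24− cells of the young and the old mouse. Of 16162 genes tested, 9331 passed a Benjamini-Hochberg adjusted p of 0.05, with 4637 higher and 4694 lower in CD24+ cells. Thinning each cell to 2000 UMIs moved this count most, to 6086. Of 37 genes fixed from the study's questions, 24 passed, 4 higher and 20 lower, and 24 passed when adjusted over the list alone. That list follows the study's own work on these samples, so the second count is not independent evidence. Cd24a rose by 5.04 on the log2 scale (SE 0.221, adjusted p 2.24e-07), from 17.3 to 451 CPM (counts scaled to a common library total) in the young mouse and from 24.8 to 711 CPM in the old mouse. Mki67 (ENSMUSG00000031004) rose by 5.47 (SE 0.277, adjusted p 3.53e-07). Lepr (ENSMUSG00000057722), Adipoq (ENSMUSG00000022878) and Cxcl12 (ENSMUSG00000061353), genes of marrow stroma, fell by 2.29, 2.45 and 2.33.

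The osteogenic genes did not move together over all kept cells. Postn (ENSMUSG00000027750) rose by 0.76 (SE 0.250, adjusted p 0.0249). Alpl (ENSMUSG00000028766) at 0.29 (SE 0.171, adjusted p 0.171), Bglap2 (ENSMUSG00000074486) at 0.17 (SE 0.274, adjusted p 0.626) and Bglap (ENSMUSG00000074483) at −0.29 (SE 0.304, adjusted p 0.435) did not pass. Bglap stood at 0.27 in the young mouse and −0.85 in the old mouse, and it turned positive with the young mouse alone. Reads of the near-identical genes Bglap and Bglap2 can be split between them by the counting, so their separate levels are uncertain. The largest changes were in genes of blood cells. Tac2 (ENSMUSG00000025400) at 8.48, Slc30a10 (ENSMUSG00000026614) at 8.01 and Ighg2b (ENSMUSG00000076613) at 7.80 were highest in CD24+ cells. Gm34095 (ENSMUSG00000116409) and Rnf212 (ENSMUSG00000055385) had 1 and 2 UMIs in CD24− cells, and their log2 ratios of 8.91 and 7.86 had counting intervals of 6.41 to 14.2 and 5.97 to 10.9. Gcsam (ENSMUSG00000022659), Tubb1 (ENSMUSG00000016255) and Areg (ENSMUSG00000029378) had 0 UMIs in CD24+ cells. Against a floor of 3 UMIs over both CD24+ sums, their log2 changes were at or below −5.67, −3.84 and −3.77.

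Within the mesenchymal classes alone, 601 young and 212 old cells were CD24+, against 7354 and 3947 CD24− cells. Of 15086 genes, 2122 passed edgeR's test, with 1081 higher and 1041 lower. The count was moved most by CD24− cells drawn to the class mix of the CD24+ cells, a comparison chosen after seeing the data, which gave 265 genes. Of 35 listed genes tested, 18 passed, 11 higher and 7 lower, and 19 passed when adjusted over the list alone. Postn rose by 2.16 on the log2 scale (SE 0.0888, adjusted p 2.09e-06), from 598 to 2895 CPM in the young mouse and from 442 to 1599 CPM in the old mouse. Alpl rose by 1.67 (SE 0.0625, adjusted p 1.73e-06), Bglap2 by 1.57 (SE 0.109, adjusted p 2.72e-05), Sp7 (ENSMUSG00000060284) by 1.34 (adjusted p 2.72e-05), Bglap by 1.11 (SE 0.128, adjusted p 0.000469) and Runx2 (ENSMUSG00000039153) by 0.51 (adjusted p 0.000985), each of them in both mice. Against CD24− cells of the same class mix Bglap was at −0.35. Dmp1 (ENSMUSG00000029307) rose by 1.35 (SE 0.267, adjusted p 0.00909), by 0.60 in the young and 2.07 in the old mouse. Sost (ENSMUSG00000001494) passed at 2.17 (adjusted p 0.0335) on the old mouse alone, with 0 UMIs in young CD24+ cells. Lepr fell by 1.09 (SE 0.0633, adjusted p 1.24e-05), Adipoq by 1.22 (SE 0.0708, adjusted p 1.24e-05) and Cxcl12 by 1.13 (SE 0.0609, adjusted p 8.44e-06), also in both mice. Mki67 rose by 2.00 (adjusted p 1.78e-05) and Cd24a by 3.14 (SE 0.144, adjusted p 3.67e-06).

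Genes of cell-cycle arrest were read in the same comparison. Cdkn1a (ENSMUSG00000023067), which encodes p21, was higher in mesenchymal CD24+ cells by 0.56 (SE 0.0620, adjusted p 0.000369), at 0.57 in the young and 0.55 in the old mouse. Its level differed by class, at 632 and 647 CPM in chondrocyte-like cells against 292 and 218 CPM over the mesenchymal classes. Inside the osteoblast-like class Cdkn1a was not among the 5 listed genes past the threshold. Class mix was therefore not separated from this rise. Cdkn2a (ENSMUSG00000044303), the gene of p16, did not pass at 0.56 (SE 0.320, adjusted p 0.317), with 1.31 in the young and 0.05 in the old mouse. The largest changes rested on few cells. Col10a1 (ENSMUSG00000039462) at 5.40 had 85.8% of its 1537 UMIs of old CD24+ cells in 1 cell, and Tnnc2 (ENSMUSG00000017300) at 5.05 had 73.7% of its 247 UMIs of young CD24+ cells in 1 cell. Serpina1a (ENSMUSG00000066366) at 3.92, Serpina1d (ENSMUSG00000071177) at 3.84 and Serpina1b (ENSMUSG00000071178) at 3.71 are close copies whose reads can be split between them, so their separate values are uncertain. The 1920 young Serpina1a UMIs lay in 19 CD24+ cells. Ncam2 (ENSMUSG00000022762) and Rtl4 (ENSMUSG00000071679) had 0 UMIs in CD24+ cells, against 66 and 38 UMIs in young and 56 and 48 in old CD24− cells. Cfd (ENSMUSG00000061780), Gm4841 (ENSMUSG00000068606) and S100g (ENSMUSG00000040808) had 1 UMI each there, with log2 ratios of −4.70 (−10.0 to −2.20), −4.59 (−9.90 to −2.10) and −3.76 (−9.08 to −1.26).

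Whether these differences held inside 1 class was asked with the osteoblast-like cells, 234 and 89 CD24+ cells against 913 and 495 CD24− cells. Here 323 of 11856 genes passed edgeR's test, with 171 higher and 152 lower. The fit without the mouse block gave 0 genes (623 at an unadjusted p under 0.05), and DESeq2 with the block gave 67. Of 32 listed genes, 5 passed, and 7 passed when adjusted over the list alone. Postn rose by 1.22 (SE 0.115, adjusted p 2.56e-06), by 1.45 in the young and 0.99 in the old mouse, and Cd24a by 1.71 (SE 0.260, adjusted p 0.000465). Bglap fell by 0.54 (SE 0.122, adjusted p 0.0151), opposite in sign to its change over the mesenchymal classes. Its log2 change was −0.30 in the young and −0.78 in the old mouse, and the difference between the 2 comparisons was not tested. Lepr fell by 0.85 (SE 0.203, adjusted p 0.0226) and Cxcl12 by 0.46 (SE 0.105, adjusted p 0.0161). The 2 groups differ in their clusters, since cluster 2, led by Tnn, Ostn and Postn, held 90.2% and 80.9% of the CD24+ cells but 72.7% and 54.1% of the CD24− cells of the young and the old mouse. With CD24− cells weighted to the cluster mix of CD24+ cells, Postn stayed at 1.09 and 0.66, while Bglap was at 0.08 and −0.63, Lepr at 0.25 and −0.41 and Cxcl12 at 0.60 and 0.44. The falls of these 3 genes inside the class are therefore not shown apart from its clusters. Alpl at 0.15 (adjusted p 0.659), Bglap2 at −0.02 (adjusted p 0.986) and Dmp1 at −0.18 (adjusted p 0.869) did not pass. Cdkn2a stood at −0.96 (SE 0.271) and did not pass edgeR's test over all genes (adjusted p 0.0679), but passed over the list alone (adjusted p 0.0112). That list is not independent of these samples. A few old cells held a large part of the Cdkn2a UMIs of the class, so single cells can weigh on this value. It was not weighted by cluster, so a fall of Cdkn2a with CD24 is not shown.

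The largest changes past the threshold among osteoblast-like cells were rises of 9330182L06Rik (ENSMUSG00000056004) by 2.37, Luzp2 (ENSMUSG00000063297) by 1.94, Plppr5 (ENSMUSG00000033342) by 1.91 and Chst8 (ENSMUSG00000060402) by 1.82. Myoc (ENSMUSG00000026697) fell by 3.12 and Mfap5 (ENSMUSG00000030116) by 2.92. Angptl7 (ENSMUSG00000028989) and Gm8300 (ENSMUSG00000079034) had 3 UMIs each in CD24+ cells, with log2 ratios of −4.06 (−6.35 to −2.49) and −3.30 (−5.61 to −1.72). R3hdml (ENSMUSG00000078949) had 0 UMIs there, and its change was at or below −2.22.

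The study defined CD24 osteolineage cells by CD24, Runx2 and Sp7 (Osterix). In these data 181 young and 83 old cells were above the CD24 threshold with at least 1 UMI of both genes. Mesenchymal classes held 95.6% and 96.4% of them, and the osteoblast-like class 77.9% (141 cells) and 72.3% (60 cells). Against all CD24− cells, 2442 of 15670 genes passed edgeR's test, with 1014 higher and 1428 lower. The comparison inside the osteoblast-like class, chosen after seeing the data, moved this count most, to 59. Of 35 listed genes 20 passed, 9 higher and 11 lower, and 23 passed when adjusted over the list alone. Bglap2 rose by 2.70 (SE 0.179, adjusted p 2.32e-07), Alpl by 2.54 (SE 0.144, adjusted p 6.09e-08), Bglap by 2.27 (SE 0.184, adjusted p 1.24e-06), Postn by 3.03 (SE 0.214, adjusted p 3.66e-07) and Dmp1 by 2.56 (adjusted p 2.09e-06). Lepr fell by 2.06, Adipoq by 2.24 and Cxcl12 by 2.02. Against CD24−Runx2+Sp7+ cells Bglap was at −0.31, and inside the osteoblast-like class at −0.40. Its rise was thus seen against the other cells of the libraries and not against CD24− cells of the same kind. The rises of Alpl and Bglap2 did not pass under every alternative either. Cdkn1a rose by 0.58 (adjusted p 0.0132), and Cdkn2a did not pass at 1.08 (SE 0.428, adjusted p 0.117). Serpina1b, Serpina1a and Serpina1d, at 5.17, 5.00 and 4.90, Plppr5 at 4.62 and Mia (ENSMUSG00000089661) at 4.55 rose most. Inside the osteoblast-like class Mia was at −0.16. Ltf (ENSMUSG00000032496), Clec1b (ENSMUSG00000030159), Iglc2 (ENSMUSG00000076937), Wfdc17 (ENSMUSG00000069792) and Ccl8 (ENSMUSG00000009185), expressed mostly by blood cells, had 0 UMIs in the set, with log2 changes at or below −5.96, −5.66, −4.65, −4.62 and −4.21.

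**Figure D2:**
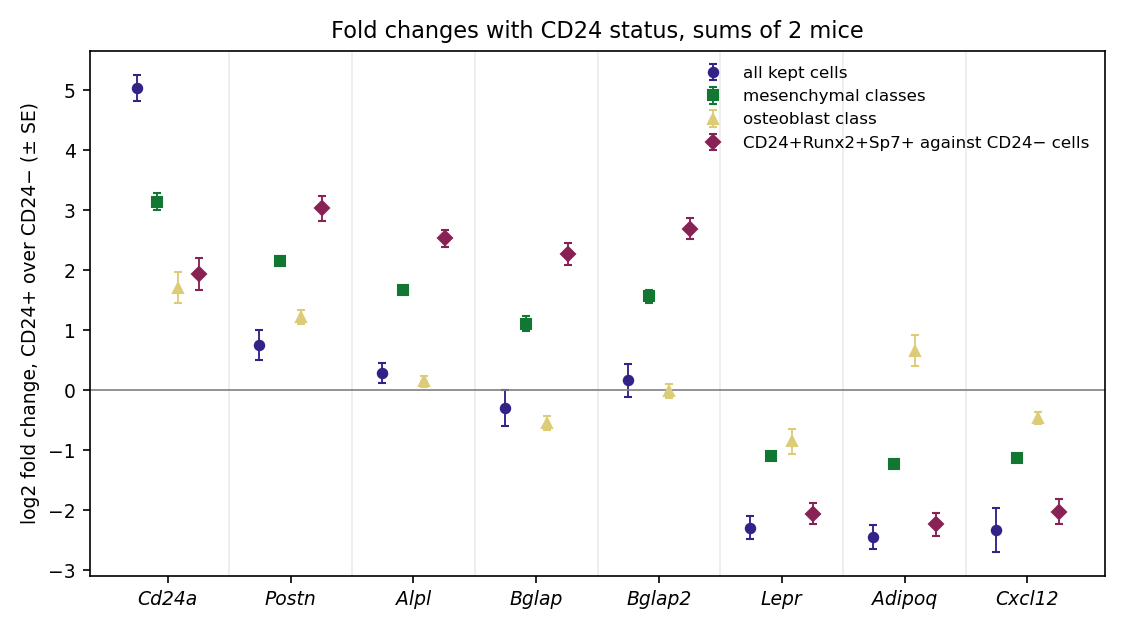
Log2 fold change (vertical axis) of 8 genes in CD24+ over CD24− cells in 4 comparisons, each fitted by edgeR on UMI sums of 2 mice, with points for the fitted value and bars for ± 1 SE. Bglap lies at 1.11 in the mesenchymal classes and 2.27 in the CD24+Runx2+Sp7+ set but at −0.54 inside the osteoblast class, while Postn lies above 0 in all 4.

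CD24+Sp7+ cells without a Runx2 UMI were compared with CD24+Runx2+Sp7+ cells, since the study asked which of them carries later osteogenic genes. There were 26 such cells in the young and 13 in the old mouse, with 293654 and 267144 UMIs. Mesenchymal classes held 20 of the 26 (76.9%, 56.4 to 91.0) and 6 of the 13 (46.2%, 19.2 to 74.9). Osteoblast-like cells made up 23.1% and 38.5% of this set, against 77.9% and 72.3% of CD24+Runx2+Sp7+ cells. The median cell held 7163.5 UMIs against 11186 in the young mouse, and 15519 against 16604 in the old mouse. Class makeup and depth are therefore not separated from the differences below. By edgeR 0 of 8530 genes passed, with 764 at an unadjusted p under 0.05, and DESeq2 called 36. On simulated counts of this comparison edgeR recovered 23% of the genes changed by 2 on the log2 scale, so few differences of that size could be called. Bglap stood at −4.11 (SE 0.668) and Bglap2 at −3.33 (SE 0.501), with adjusted p 0.546 over all genes and 0.0215 when adjusted over the list alone. Dmp1 had 0 UMIs in the set, a log2 change at or below −4.69, and made the third of 3 listed genes past the threshold. Alpl did not pass at −0.69 (SE 0.370, adjusted p 0.569). Car1 (ENSMUSG00000027556) at 4.75, Ptprcap (ENSMUSG00000045826) at 3.94, Hist1h2ab (ENSMUSG00000061615) at 3.88, Hist1h3c (ENSMUSG00000069310) at 3.59 and Ces2g (ENSMUSG00000031877) at 3.58 were the largest rises, all with adjusted p 0.546, and the histone genes among them have close copies that can share their reads. Col22a1 (ENSMUSG00000079022), Bmp3 (ENSMUSG00000029335), Serpina1c (ENSMUSG00000079015) and Enpp6 (ENSMUSG00000038173) had 0 UMIs, with changes at or below −4.00, −3.97, −2.93 and −2.88.

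Old and young cells were compared class by class as log2 ratios of CPM, with no test. Cluster 2 held most osteoblast-like cells of both mice, 875 of 1147 young and 340 of 584 old cells. Cluster 22 held 53 and 95 of them. In this class Cdkn2a had 60 UMIs in the young and 302 in the old mouse. Its level was 6.52 CPM (4.97 to 8.39) and 32.3 CPM (28.7 to 36.1), a log2 ratio of 2.31 (1.90 to 2.73). The 10% mitochondrial limit moved this ratio most, to 1.28. Over 1000 thinnings of each cell to 2000 UMIs the median ratio was 1.83, and its interval lay above 0 in 92.9% of them. Of the old UMIs 234 lay in the 113 deepest cells, and among the other cells, at the depth of old cells, the ratio was 0.50. Over the mesenchymal classes Cdkn2a had 114 and 525 UMIs, a log2 ratio of 2.48 (2.19 to 2.79). The ratio was 5.15 (3.75 to 7.05) in fibroblast-like cells, on 4 and 104 UMIs, and 2.78 (1.90 to 3.76) in tendon- or periosteum-like cells. In stromal-like cells, with 28 and 38 UMIs, it was 0.56 (−0.19 to 1.32), so no difference was detectable at this depth. Counts of Cdkn2a cannot separate p16 from p19Arf, the other product of the gene. Cdkn1a was lower in the old mouse, by −0.42 (−0.46 to −0.38) over the mesenchymal classes and −0.20 (−0.28 to −0.13) in osteoblast-like cells.

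**Figure D3:**
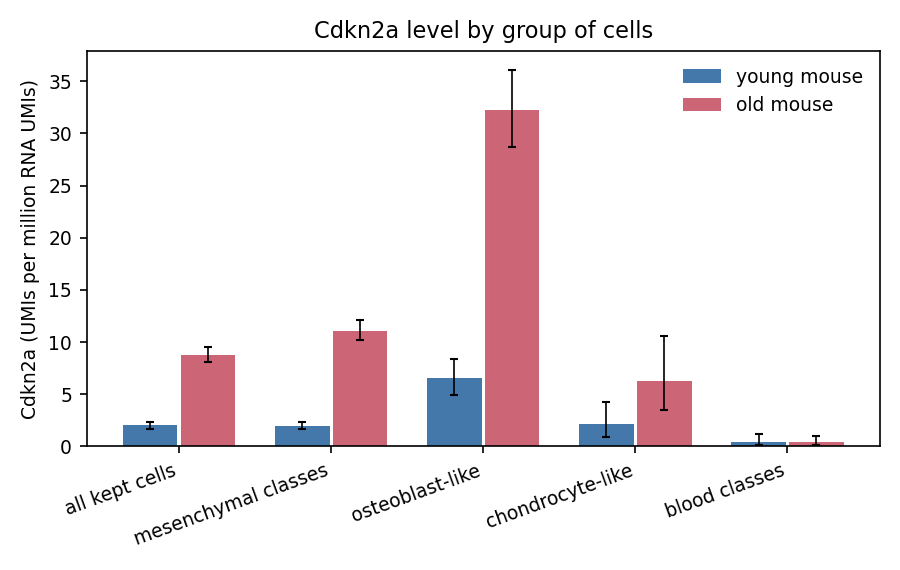
Cdkn2a level in CPM (vertical axis) in summed cells of the young and the old mouse, with bars for the level and error bars for 95% exact Poisson intervals, which cover counting error only. Osteoblast-like cells reach 6.52 in the young and 32.3 in the old mouse, while blood classes stay at 0.478 and 0.390.

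Among the other listed genes in osteoblast-like cells, Bglap had a log2 ratio of 1.22, Bglap2 of 0.61, Postn of −1.01 (−1.03 to −0.98), Alpl of −0.29 and Cd24a of −0.56 (−0.99 to −0.13). Bglap, Bglap2 and Alpl were among the markers that named the class. Cluster 22, with Bglap and Bglap2 among its top genes, held 53 young and 95 old cells of the class. Its cluster makeup was not tested as a source of the Bglap and Bglap2 ratios. Sost went from 1 to 146 UMIs, in 12 old cells, a ratio of 7.17 (4.67 to 12.5). The other large rises in this class were those of Iglc1 (ENSMUSG00000105906), from 0 to 100 UMIs and at or above 5.04, Igkc (ENSMUSG00000076609) at 4.83, Gsg1 (ENSMUSG00000030206) at 4.55 and Ighm (ENSMUSG00000076617) at 4.00. Immunoglobulin transcripts were found in all classes of the old mouse, including those that should lack them. AA465934 (ENSMUSG00000093483) at −4.99, Gm8797 (ENSMUSG00000103034) at −4.52, Luzp2 at −3.71, Mmp9 (ENSMUSG00000017737) at −3.59 and Ihh (ENSMUSG00000006538) at −2.97 were lowest. Of the young UMIs of Mmp9 and Ihh 44.6% and 39.8% lay in 1 cell each, without which the ratios were −2.74 and −2.24. Reads of Gm8797 can be shared with related genes, so its value is uncertain.

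Over the mesenchymal classes the largest rises were those of Iglc1 at 7.59, Ighg2b at 6.23 (4.35 to 9.29, on 2 and 124 UMIs), Igkc at 5.09, Sost at 4.88 and Col10a1 at 4.27. Of the old Col10a1 UMIs 73.5% lay in 1 cell, without which the ratio was 2.35. AA465934 at −5.26, Gm17167 (ENSMUSG00000091542) at −5.16, Serpina1a at −4.81 and Car4 (ENSMUSG00000000805) at −4.53 fell most, with Dapl1 (ENSMUSG00000026989), which had 119 and 0 UMIs and a ratio at or below −5.03. In stromal-like cells Iglc1 at 6.18, Igkc at 4.73, Megf6 (ENSMUSG00000057751) at 4.32, Ighm at 3.75 and Efemp1 (ENSMUSG00000020467) at 3.54 rose. Acta1 (ENSMUSG00000031972) at −5.73, Gm17167 at −5.31, Tnnt3 (ENSMUSG00000061723) at −5.25, AA465934 at −4.89 and Tnnc2 at −4.82 fell there, and Acta1, Tnnt3 and Tnnc2 are muscle genes. Of the young UMIs of these 3 genes 96.5%, 98.2% and 98.9% lay in 1 cell each, so their falls rest on single cells. In fibroblast-like cells Iglc1, from 0 to 189 UMIs, rose by at least 6.43 and Igkc by 5.63, followed by Cdkn2a, Hpse2 (ENSMUSG00000074852) at 3.47 and Barx2 (ENSMUSG00000032033) at 3.00. AA465934 at −5.57, Gm17167 at −4.89, Mstn (ENSMUSG00000026100) at −4.68, Car4 at −4.33 and Calml3 (ENSMUSG00000063130) at −4.22 fell there.

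Over the mesenchymal classes Cxcl1, at a log2 ratio of −0.56, and Ccl2, at −0.45, were lower in the old mouse, while Il1b rose by 1.99 and Il6 by 0.35. Lists of genes were set against 10000 random lists of like expression. Over the mesenchymal classes the late osteogenic genes had a median log2 ratio of 0.15 and a mean of 0.35, at percentile 96.4. The anti-apoptosis genes had a median of 0.00 and a mean of 0.02, at percentile 46.6. In osteoblast-like cells the late osteogenic list had a median of −0.14 and a mean of 0.08, opposite in sign, at percentile 21.1. The anti-apoptosis list had a median of −0.06, at percentile 52.3. These percentiles describe 2 libraries.

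The last question concerned p16KB cells, defined by the study by protein as p16-positive, Ki67-negative and BCL-2-positive. In single-cell RNA data the study also used an mRNA definition, Cdkn2a+Mki67−Bcl2+. It reported co-expressed anti-apoptosis genes in that population, which the values given here do not address. The mRNA definition was applied here by UMIs. Such cells numbered 19 of the young (0.194%, 0.117 to 0.303) and 38 of the old cells (0.685%, 0.485 to 0.939). Thinning to 2000 UMIs left out 754 young and 494 old cells and was repeated 1000 times, since 1 draw leaves few such cells. The median draw held 2 young (0.0221%, 0.00268 to 0.0799) and 3 old cells (0.0593%, 0.0122 to 0.173). The intervals were apart in 0.3% of the draws, so at equal depth no difference was detectable. In the mesenchymal classes the set made up 0.214% of young and 0.842% of old cells. It held 4 of 601 young and 4 of 212 old mesenchymal CD24+ cells, against 13 of 7354 and 31 of 3947 CD24− cells. Cells with a Cdkn2a UMI numbered 93 in the young (interval 0.767% to 1.16% of the cells) and 166 in the old mouse (2.99%, 2.56 to 3.47). At 2000 UMIs the shares of the median draw were 0.332% (0.224 to 0.473) and 0.930% (0.684 to 1.23), and the intervals were apart in 98.5% of the draws.

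Blood classes gave the background for Cdkn2a. They held 4 of 911 young (0.439%) and 4 of 746 old cells (0.536%) with a UMI, at median depths of 5507 and 7492 UMIs against 6295.5 and 9667 over all kept cells. At 2000 UMIs the median draw held 1 of 782 young blood cells (0.128%, interval up to 0.710) and 0 of 714 old ones, which allows a share of up to 0.420%. The thinned share of all old cells was above these limits, while that of the young cells was within limits that rest on 1 blood cell. In all UMIs the young level, 2.03 CPM (1.72 to 2.37), was above that of young blood classes, 0.478 CPM (0.130 to 1.22). In osteoblast-like cells 2.96% of young (2.06 to 4.12) and 10.4% of old cells (8.08 to 13.2) had a Cdkn2a UMI. At equal depth, with 56 young and 20 old cells left out, the median draw gave 1.01% (0.504 to 1.80) and 3.01% (1.77 to 4.78). These intervals were apart in 45.1% of the draws, so whether the shares differ at equal depth stayed open. Cells with a Cdkn1a UMI made up 41.3% of young and 34.9% of old cells, and 25.3% (24.4 to 26.2) and 17.4% (16.4 to 18.5) at equal depth. In blood classes the Cdkn1a shares were 14.1% and 10.2%.

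Y-linked genes served as a check on the animals. Ddx3y was at 83.1 CPM in the young and 77.5 CPM in the old mouse, Eif2s3y at 49.2 and 41.8, Uty at 19.3 in both and Kdm5d at 14.8 and 14.6. Xist was at 0.581 and 0.610 CPM. Both libraries thus had the transcripts of male animals.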

Values the study reported

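The values below come from mass cytometry, which measures protein with metal-tagged antibodies, and their denominators differ from those used for UMIs above. For p16-positive cells the study reported 2.81% ± 1.32% of total cells in young mice and 7.60% ± 5.60% in old mice (P = 0.004). For p21-positive cells it reported 5.21% ± 3.27% in young and 3.71% ± 2.96% in old mice (P = 0.241). The p16KB cells were given as 17.44% of the p16-positive cells and as less than 0.2% of all cells in young mice, with a 6.8 fold change with age.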

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

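The tests in this part were chosen before their results were seen, with a stricter reading added afterwards. Cluster mix was accepted only where the weighting also brought the mice closer, which left Ccl2 open, and it was left open where both signs swapped, as for Alpl. A wider interval over 1000 resamplings of cells was also added afterwards, since UMIs of 1 cell are not independent. Of all weighted values below, only the young Ccl2 value and the old Il6 value stayed apart from 0 by that interval, so cluster mix was excluded for none of these genes. What drew attention to each gene here is that CD24 status moved it in opposite directions in the young and the old mouse. With 1 mouse per age the difference between the mice was not tested, and counting intervals do not cover the spread between animals. Age, the animal and the library cannot be separated by this design, and age stays an open and untested explanation for each gene.

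Over all kept cells, on the CPM scale, Bglap stood at a log2 of 0.08 for CD24+ over CD24− cells in the young and −1.20 in the old mouse, an old minus young difference of −1.28. Bglap2 stood at 0.47 and −0.68 (difference −1.15) and Alpl at 0.31 and −0.27 (difference −0.58). For Alpl the direction depends on the scaling, since under TMM it was above 0 in both mice, at 0.49 and 0.09. The technical explanation tested was which clusters supply the CD24+ cells, by weighting CD24− cells to the cluster mix of the CD24+ cells of the same mouse. The differences of Bglap and Bglap2 shrank to −0.64 and −0.35 and kept opposite signs beyond counting error. Over resampled cells the weighted values of both genes included 0 in both mice (Bglap −0.43 to 0.53 and −1.75 to 0.30), so for them too cluster mix and another source cannot be told apart. Alpl changed to −0.11 in the young and 0.27 in the old mouse, a difference of 0.38 in the other direction, so for Alpl cluster mix and another source cannot be told apart. The young mouse gives less here, because clusters with 0 CD24− cells had no match, so that 73.5% of the UMIs of young CD24+ cells entered. Few cells also weigh on the old mouse, where 1 cell held 30.3% of the Bglap UMIs of CD24+ cells.

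In the mesenchymal classes Ccl2 stood at 0.11 in the young and −0.43 in the old mouse, a difference of −0.54. With clusters weighted both mice were above 0, at 1.32 and 0.31, but the difference grew to −1.001, so the source of its difference stays open. Of the 575 Ccl2 UMIs of old CD24+ cells, 69.2% lay in 1 cell, which keeps its value uncertain.

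Inside the osteoblast-like class Bglap2 stood at 0.15 in the young and −0.23 in the old mouse, a difference of −0.38. Weighting by cluster left 0.22 and −0.16, again a difference of −0.38, so the weighting changed little. Over resampled cells both values included 0 (−0.17 to 0.60 and −1.17 to 0.60), so cluster mix and another source cannot be told apart with this spread. Reads shared between Bglap and Bglap2 were not tested as a source. Dmp1 stood at −1.06 and 0.61, a difference of 1.67. Weighting left 0.22 and 1.32, a difference of 1.10, so that the mix of clusters may account for the opposite signs while most of the difference stayed. The Dmp1 UMIs of CD24+ cells lay in 17 young and 15 old cells, with 42.1% and 35.0% in 1 cell each. Il6 stood at 1.47 and −3.12 (−8.45 to −0.57), a difference of −4.59, and weighting left a difference of −5.19. It rests on 27 UMIs in 4 young cells, 81.5% of them in 1 cell, and on 1 UMI in 1 old cell, so that single cells decide it, and cluster mix and another source cannot be told apart.

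In the CD24+Runx2+Sp7+ set Pdpn stood at −1.76 in the young and 0.30 in the old mouse, a difference of 2.06. Against CD24− cells of the same cluster mix it stood at −0.16 (−0.53 to 0.18) and 0.55, a difference of 0.71. The young value was then within counting error of 0, and the mix of clusters is a candidate explanation for most of the difference.

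For CD24+Sp7+Runx2− over CD24+Runx2+Sp7+ cells, Adipoq, Cxcl12, Ly6a and Cxcl1 stood above 0 in the young and below 0 in the old mouse. Adipoq stood at 0.53 and −4.57 (−9.88 to −2.07, on 1 old UMI), a difference of −5.10. Cxcl12 stood at 0.28 and −4.06 (−4.77 to −3.43), a difference of −4.34. Ly6a stood at 0.95 and −3.04 (−5.33 to −1.46, on 3 UMIs), a difference of −3.98. Cxcl1 stood at 1.43 and −3.19 (−5.08 to −1.81, on 4 UMIs), a difference of −4.62. The explanation tested was that the sets hold different cells, which would part the mesenchymal shares of the 2 mice. Their intervals overlapped by 18.5 percentage points on 26 and 13 cells, which does not compare finer classes. Stromal-like cells numbered 4 in the young and 0 in the old set. Young Cxcl1 UMIs lay in 5 cells, 67.2% of them in 1, and young Adipoq UMIs in 4 cells, 41.5% of them in 1. Those of Cxcl12 and Ly6a lay in 21 and 8 young cells. The makeup of the set and a difference between the mice cannot be told apart with so few cells.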

How the results depend on the processing

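The comparisons against an Otsu threshold over the mesenchymal classes, against cells of the same class mix, inside the osteoblast-like class and with mesenchymal cells alone, and the repeated thinning of Cdkn2a, were chosen after seeing the data. Except where a cause is named, the cause was not tested. Of the values that answer a comparison under an alternative, 79 stayed the same, 32 moved, 19 became weaker and 6 stronger. Of the values for single genes and classes, 1312 stayed, 58 moved, 144 became weaker, 50 stronger and 49 reversed.

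The mesenchymal share of the young cells was 83.4% at a resolution of 0.4, 79.1% without integration, 79.6% with doublets kept and 84.3% at a mitochondrial limit of 10%. In the old mouse it was 79.7% at a resolution of 0.4, 73.6% with doublets kept and 81.2% at the 10% limit. The blood share of the young cells was 9.98%, 10.3% and 10.1% at a resolution of 0.4, without integration and with doublets kept, and that of the old cells 14.7% without integration and 17.8% with doublets kept. The osteoblast-like share was 7.24% of young and 6.77% of old cells at a resolution of 1.2, 7.87% and 7.91% without integration and 7.88% and 7.13% at the 10% limit, while the tendon- or periosteum-like share was 12.6% and 9.55%, 11.9% and 7.87%, and 13.0% and 10.1%. The border between these 2 classes therefore depends on the clustering, and results for the osteoblast-like class hold for the class as drawn here. The old minus young difference of the chondrocyte-like share reversed to 1.00 percentage points at a resolution of 0.4 and to 1.497 at the 10% limit. That of the unnamed share reversed to −0.112 at a resolution of 0.4, −1.98 with doublets kept and −0.846 at the 10% limit. Cells were clustered anew with doublets kept and at the 10% limit, so class membership differs there.

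The CD24+ share of the young cells was 13.9% with 1 threshold for both libraries, 12.3% by the Gaussian mixture and 37.2% with the threshold over mesenchymal classes, and that of the old cells 14.4% with 1 threshold and 31.8% over mesenchymal classes. Among osteoblast-like cells of the young mouse it was 13.8% by the mixture, 38.2% by quartiles, 13.5% at the 10% limit and 54.7% over mesenchymal classes, and in the old mouse 36.5% by quartiles and 48.5% over mesenchymal classes. By quartiles the share over all cells is fixed by construction and gives no value. The level of CD24+ therefore depends on the threshold. The rank correlation between antibody and Cd24a fell from 0.418 and 0.384 to 0.365 and 0.325 after thinning and to 0.318 and 0.335 with the antibody divided by RNA UMIs, and stayed above 0.

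For all kept cells the count of genes past edgeR's threshold went from 9331 to 6086 after thinning, where fewer genes could be tested, and lay between 7311 and 11161 under the other alternatives. For the mesenchymal classes, 2122 genes became 1046 by DESeq2, 265 against the same class mix (65.3% of them higher, against 50.9%), 1204 after thinning, 1346 by quartiles and 778 with CD24 status by a Cd24a UMI (66.1% higher). Of the 265 genes, 215 were among the 2122, and 202 of these kept their direction. For the osteoblast-like class, 323 genes became 505 with DESeq2's size factors, 67 by DESeq2, 11 at the 10% limit (81.8% higher, against 52.9%), 141 after thinning, 172 by quartiles (40.7% higher), 127 by a Cd24a UMI (66.1% higher) and 78 over mesenchymal classes. For the CD24+Runx2+Sp7+ set, 2442 genes became 1270 by DESeq2, 644 against CD24−Runx2+Sp7+ cells, 59 inside the osteoblast-like class and 243 after thinning (17.3% higher, against 41.5%), where the sets held only 27 and 12 cells. Of the 644 genes, 543 were among the 2442, and 521 of these kept their direction. For the CD24+Sp7+Runx2− set, 0 genes (764 at an unadjusted p under 0.05) became 282 without the filter on low counts, 36 by DESeq2, 8 with mesenchymal cells alone, 157 by quartiles and 196 over mesenchymal classes. DESeq2's size factors in place of TMM moved the median of all genes by under 0.1 on the log2 scale. CPM without a scaling factor, compared after seeing the data, moved it more. The TMM values lay above it by a median of 0.186 in the young and 0.355 in the old mouse over all kept cells, 0.0818 and 0.105 in the mesenchymal classes and 0.109 and 0.141 for the CD24+Runx2+Sp7+ set. On the CPM scale the mean of Bglap2 over all kept cells was −0.10 in place of 0.17, and no named gene past the threshold changed direction.

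The mouse block mattered. With no replicate block the count was 296 in the mesenchymal classes, 0 in the osteoblast-like class (623 at an unadjusted p under 0.05) and 1060 for the CD24+Runx2+Sp7+ set. DESeq2, which kept the block, gave 67 in the osteoblast-like class. Without the block the edgeR count over all kept cells was 8557. For the CD24+Sp7+Runx2− set it was 0 without the block, with 1318 at an unadjusted p under 0.05. The pairing is real, since both sums come from 1 animal, and the block leaves 1 residual degree of freedom. Each mouse alone gives a value and no test. Between the mice alone Bglap over all kept cells ranged from −0.85 to 0.27 and Bglap2 from −0.32 to 0.65, the lower value being that of the old mouse. Bglap2 in the osteoblast-like class ranged from −0.21 to 0.18. In the CD24+Sp7+Runx2− set Cxcl12 ranged from −4.11 to 0.26 and Adipoq from −4.07 to 0.52, the old mouse again being lower. Neither direction is thus shown for these genes.

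Single genes reversed under other definitions of CD24+. With a Cd24a UMI in place of the antibody, the log2 change over all kept cells was −1.72 for Postn, −1.08 for Bglap2 and −0.70 for Alpl. Under the same setting Cfd was at 0.44 in the mesenchymal classes. In the osteoblast-like class Postn was at −0.0045, Bglap2 at 0.38, Bglap at 0.28, Plppr5 at −0.52 and Adipoq at −2.58, and for the CD24+Runx2+Sp7+ set Ltf was at 7.12 and Wfdc17 at 1.00. The Gaussian mixture put Bglap2 over all kept cells at −0.016, and 1 threshold for both libraries put it at 0.13 in the osteoblast-like class. By quartiles Bglap over all kept cells was at 1.42, and in the osteoblast-like class Myoc was at 1.61, Bglap2 at 0.30, Alpl at −0.11 and Angptl7 at 1.42. With the threshold over mesenchymal classes Bglap over all kept cells was at 0.62, and in the osteoblast-like class Myoc was at 1.64, R3hdml at 2.27 and Angptl7 at 1.11.

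Other settings reversed fewer genes. At the 10% limit Bglap over all kept cells was at 0.080, and in the osteoblast-like class Bglap2 was at 0.42, Alpl at −0.054, Mfap5 at 0.85 and Adipoq at −0.070. Thinning put Bglap over all kept cells at 0.43, Bglap2 in the osteoblast-like class at 0.20, and Postn and Cxcl12 of the CD24+Sp7+Runx2− set at 0.60 and 1.66. With doublets kept Cxcl12 in the osteoblast-like class was at 0.16, and Bglap, old against young in stromal-like cells, at −0.65. Against the same class mix Bglap was at −0.35 in the mesenchymal classes. For the CD24+Runx2+Sp7+ set Bglap was at −0.31 against CD24−Runx2+Sp7+ cells, and inside the osteoblast-like class Bglap was at −0.40, Mia at −0.16 and Adipoq at 0.96. With mesenchymal cells alone Alpl of the CD24+Sp7+Runx2− set was at 0.16. Of the named genes, 4 of 18 reversed somewhere over all kept cells, 2 of 18 in the mesenchymal classes, 11 of 17 in the osteoblast-like class, 5 of 18 for the CD24+Runx2+Sp7+ set and 4 of 18 for the CD24+Sp7+Runx2− set, so directions inside the osteoblast-like class are the least certain. Genes at 0 in a group gave no value under an alternative whose bound left the direction open.

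The old against young log2 ratio of Cdkn2a was 1.89 in the mesenchymal classes and 1.82 in osteoblast-like cells as a mean of per-cell CPM, and 1.28 in osteoblast-like cells at the 10% limit, above 0 throughout. The share of Cdkn2a+Mki67−Bcl2+ cells fell to 0.0332% and 0.0989% in a single thinning, since fewer UMIs leave fewer cells with all that define the set. Over repeated thinnings the median was 0.0221% and 0.0593%. With 2 young and 3 old cells left there, and with 26 and 13 cells in the CD24+Sp7+Runx2− set, both sets hold few cells.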

Other observations

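The tests on free antibody, CD24-independent binding, cluster mix in the osteoblast-like class, the blood-marker UMIs of the CD24+Sp7+Runx2− set, Cdkn2a, AA465934 with Gm17167, and class mix were chosen only after the result was seen. The tests on attached blood cells, depth of the antibody signal, stray Sp7 UMIs, immunoglobulin transcripts and failed barcodes were set beforehand.

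CD24 antibody counts were higher in osteoblast-like cells than in stromal-like and fibroblast-like cells. Attached blood cells could bring at most 1.41% of the extra antibody of CD24+ osteoblast-like cells in either mouse, judged by erythroid and B-lineage marker UMIs. Stromal-like cells weighted to the RNA depth of osteoblast-like cells left 78.6% of the difference in CD24+ share in the young and 94.2% in the old mouse. Free antibody, which would not follow the mRNA of a cell, is argued against as the whole cause by Cd24a in CD24+ over CD24− osteoblast-like cells of the same clusters, less the blood part. This log2 ratio was 1.16 (0.344 to 1.92 over resampled cells) in the young and 1.68 (0.0831 to 2.87) in the old mouse, where the margin is narrow. Binding that needs no CD24 is argued against by Cd24a mRNA, which was higher in CD24+ than in CD24− osteoblast-like cells by a log2 of 1.39 (lower limit 0.80) in the young and 1.72 in the old mouse, less the blood part. These tests suggest a hypothesis that part of the osteoblast-like cells carry CD24 themselves. The CD24+ cells came mostly from cluster 2, and old cells of cluster 16 had a share of 1.34%, so the pattern does not hold for the class throughout. The rank correlation inside the class was weak, and below 0 in the old mouse (−0.0151) with the antibody divided by RNA UMIs, which leaves open for how many of them this holds, and cleavage of CD24 during digestion was not tested.

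In the mesenchymal classes the osteogenic genes rose and the stromal genes fell with CD24. Against CD24− cells of the same class mix, the median absolute log2 change of Alpl, Bglap, Bglap2, Lepr, Adipoq and Cxcl12 went from 1.17 to 0.07, so that 6.12% was left. The makeup by class is thus a candidate explanation for these genes. Alpl, Bglap and Bglap2 and the 3 stromal genes are markers that define the classes, so matching on class removes much of their change by construction. For Postn 49.4% was left, at 1.07 with an edgeR adjusted p of 9.23e-07 (its adjusted p ranged from 6.19e-279 to 0.646 over the alternatives). Class mix alone is therefore argued against for Postn, while doublets of like cells were not tested.

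Inside the osteoblast-like class Postn was higher and Bglap lower in CD24+ cells, which differ in their clusters from CD24− cells. Cluster mix alone is argued against for Postn, which stayed at 1.09 (0.81 to 1.37 over resampled cells) in the young and 0.66 (0.0877 to 1.18) in the old mouse against CD24− cells of the same cluster mix, again a narrow margin in the old mouse. Over resampled cells Bglap went to 0.08 (−0.44 to 0.552) and −0.63 (−1.99 to 0.26). For Bglap cluster mix and another source therefore cannot be told apart at this spread between cells. No biological explanation was tested.

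Genes of blood cells led the CD24+Sp7+Runx2− set. Blood classes and unnamed cluster 14, with Myb and Gata2 among its top genes but under 3 raised markers of any class, held 46.2% of its cells in the old and 7.69% in the young mouse, not most of the set in either. These cells may nonetheless bring the blood genes, since cells outside the mesenchymal classes held 85.9% of the blood marker UMIs of the set in the young and 99.3% in the old mouse. With mesenchymal cells alone Bglap stayed lower, at −3.26. That comparison does not equalise the classes, and Bglap is a marker of the osteoblast class. Osteoblast-like cells made up 23.1% of the whole set in the young and 38.5% in the old mouse. In CD24+Runx2+Sp7+ cells they made up 77.9% and 72.3%, so class makeup is not separated from this fall.

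Cdkn2a was higher in osteoblast-like cells of the old mouse. Another cluster makeup is argued against as the whole cause, because inside cluster 2 it went from 31 to 216 UMIs, a log2 ratio of 3.26 with a lower limit of 2.71 (1.93 over resampled cells). The rise was not even over the class. In cluster 16 the ratio was 0.39 (−0.38 to 1.16), and in cluster 22 it went from 0 to 54 UMIs. A few cells as the whole cause are argued against by a ratio of 2.07 (lower limit 1.60) without the 3 top cells of each mouse, although 3 old cells held 35.8% of the UMIs and 1 cell held 66. The greater depth of old cells was weighed over cells of at least 2000 UMIs, in bins of depth. With each cell weighted alike, which is the mean over thinnings to 1 depth, the ratio was 1.80 (0.963 to 2.60 over resampled cells), and with young cells weighted to the depth of old cells 2.05 (0.998 to 3.10). The deepest bin carries the latter. It held 234 UMIs in 113 old cells against 5 UMIs in 27 young cells of like depth (medians 33910 and 28570). The ratio there was 3.24 with a lower limit of 1.57 over resampled cells, which argues against depth for these cells. The other bins held 68 old and 55 young UMIs, a ratio of 0.50 (−0.696 to 1.63 over resampled cells). For the other cells depth and another source therefore cannot be told apart at this count. A single thinning keeps few UMIs (a median of 12 and 22), and over 1000 of them the ratio had a median of 1.83 and a lower limit above 0 in 92.9%. Age, the animal and the library stay open and cannot be separated by 1 mouse per age.

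Immunoglobulin transcripts were higher in the mesenchymal classes of the old mouse. Igkc UMIs per cell were alike over 8 classes that should lack them, with a highest over lowest ratio of 1.46. They were 0.644 in osteoblast-like, 0.801 in erythroid-like and 0.549 in megakaryocyte-like cells. Free RNA of antibody-secreting cells is a candidate explanation, and whether that reflects more such cells in old marrow was not tested.

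AA465934 and Gm17167 were lower in the old mouse in all 12 pairs of class and gene with at least 20 UMIs, blood classes included for AA465934. The least negative log2 ratio was −4.06, in erythroid-like cells. A difference between the genomes of the animals is a candidate explanation, and no DNA was read here to test it. A difference in mapping and a change with age in every class would look the same.

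Barcodes that failed the filter carried more antibody than kept cells. There were 1308 in the young and 1122 in the old library, and they held 25.6% and 35.9% of all antibody UMIs. Their median antibody count was 290 and 266, and 48.5% and 46.0% lay above the CD24 threshold, all of these with over 20% mitochondrial UMIs. Erythroid marker UMIs made up 2.55 times the share found in kept mesenchymal cells in the young and 23.6 times in the old mouse, and B-lineage markers 9.34 and 7.95 times. Each reached 10 times in 1 mouse at most, so whether remains of such cells or damaged cells of other kinds carry the antibody cannot be told apart.

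The values quoted from the study above for p16-positive, p21-positive and p16KB cells are shares of cells by protein, in mass cytometry. The shares given here, 0.194% and 0.685% for Cdkn2a+Mki67−Bcl2+, are of sorted CD45− cells with a UMI in 1 mouse per age. The denominators and measures differ, and no direction is drawn between them.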
